A study of Thermothelomyces thermophilus with 18 samples. Its data were reported in "MtTRC-1, a Novel Transcription Factor, Regulates Cellulase Production via Directly Modulating the Genes Expression of the Mthac-1 and Mtcbh-1 in Myceliophthora thermophila" (2022).

How the data were processed

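The data are gene-level RNA-seq values of Myceliophthora thermophila mycelium from 18 libraries. The strains were the wild type MtWT and ΔMttrc-1, which lacks a transcription factor gene. Per the labels, mycelium was grown for 16 h in 2% glucose at 45 °C, washed, and moved to 2% Avicel for 4 h or 6 h or to 2% starch for 4 h. This gave 6 groups of 3 libraries, which the study's methods describe as independent biological replicates. Group and replicate number came from the sample titles. For the MtWT libraries titled replicate 3, the description in the labels repeats the name of replicate 2 in all 3 conditions, so which MtWT library is replicate 2 or 3 rests on the titles, while the group is the same either way. The expression of the deleted gene itself is not analysed here, so it could not serve as a check of the strain labels.

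The authors aligned uniquely mapped paired-end reads to the predicted transcripts of the strain's genome with TopHat2 2.0.8b and deposited raw read counts per gene made with HTSeq 0.5.4p2, versions as given in the processing notes of the labels. The study's methods name other versions of both tools. The name of the genome build and the strand setting of the counting are not given in the sources used here, so reads of overlapping or antisense genes could not be told apart. The deposited RPKM values were the same counts divided by gene length and by the library's counted reads. The length implied by counts and RPKM varied between libraries by a median of 0.0421% per gene. The RPKM values served for an alternative test only. All 18 count columns and all 18 RPKM columns were matched to a sample by name.

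The table held 9109 genes, of which 9086 carried a locus tag of the RefSeq assembly ASM22609v1. That assembly was used for names and for which genes are neighbours. Neighbours here are consecutive among the tested genes, so genes left out by the filter may lie between them. Total counts per library ranged from 17250057 to 24387079. Intervals and floors given for single genes cover counting error only. Gene counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16, using TMM scaling and the filterByExpr filter by group. The filter kept 8573 genes and left out 536, which held 0.00403% of all counts. The 6 groups were fitted together with the quasi-likelihood method with robust dispersion (glmQLFit, glmQLFTest), without a replicate term, and each comparison was a contrast of group means. A difference between deletion effects was tested as a contrast of 4 groups. A gene was called changed when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was over 1, the thresholds the study used with DESeq2. Expression levels are TMM-scaled CPM (counts scaled to a common library size), given as mean ± SD of 3 libraries. Standard errors of log2 fold changes were taken as the fold change divided by the square root of the F statistic and are approximate. Folds against a group with 0 counts were computed against a floor of 3 counts summed over the group, and folds against 1 to 3 counts carry a 95% counting interval.

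The rules for which genes to name were fixed before the data were examined. They covered every gene of the lists fixed by locus tag. By rank in the fit itself, they added the 6 most decreased and 6 most increased genes in each deletion comparison. In each other contrast described, they added the 3 most decreased and 3 most increased genes. These ranked genes had to pass the thresholds and reach a mean of 10 CPM in a compared group, and, except for the differences of deletion effects, the libraries of the compared groups had to be free of overlap. Other genes named are marked as chosen after their values were seen. The 4 lists fixed by locus tag hold 25 genes, all found in the table. They are cellulases and lytic polysaccharide monooxygenases (LPMOs), genes of the unfolded protein response (UPR) and endoplasmic reticulum (ER), starch genes, and control genes. The first 3 were picked by the study on these libraries and are not independent evidence of their direction. A further 29 lists were to be formed from gene descriptions, and these were not formed because neither the deposited table nor the reference gene table holds descriptions. Descriptions of single genes are those of the study, which were at hand for part of the genes and served as background only. Lists of at least 5 genes were tested with camera of limma 3.58.1 at a preset correlation of 0.01, again with an estimated correlation, and with fry.

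Genes induced by Avicel were defined in MtWT by the same thresholds against starch at 4 h, the only starch time. The set from 6 h on Avicel therefore also carries differences of time. For the 4 h deletion comparison the set came from the 6 h wild-type Avicel libraries, and for the 6 h comparison from the 4 h libraries, so that no library served both set and comparison. Overlaps of calls were compared with the number expected of independent lists and with Fisher's exact test across genes, which are not independent replicates. The alternatives tried were DESeq2 1.42.0, its size factors in edgeR, library totals without TMM, no filter on low counts and a stricter filter, each comparison fitted alone, a replicate block, glmTreat, the adjusted p alone, limma on log2(RPKM + 1), sets from the other wild-type time, list tests with an estimated correlation and with cameraPR on DESeq2 statistics, and each library left out.

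The test was tried on simulated counts drawn for the 8573 genes of the 4 h Avicel deletion comparison, with 50 genes changed at each of 4 fold sizes. It called 100% of genes changed 8-fold, 90% of those changed 4-fold, 52% at 2-fold, which is the threshold itself, and 0% at 1.5-fold, with 0 calls among the 8373 unchanged genes. By the adjusted p alone, 7 unchanged genes passed. All simulated libraries were drawn from the MtWT mean at 4 h on Avicel, with as many increases as decreases. Errors from scaling between libraries of unlike composition were therefore not tested. Within groups, the variance between counts of replicate libraries was 2.17 to 41.9 times that of counting noise, so no library was treated as a copy of another.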

Results

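Transcript levels were measured by RNA-seq in the thermophilic, cellulose-degrading fungus Myceliophthora thermophila. The wild type MtWT was compared with ΔMttrc-1, a strain that lacks the gene of the transcription factor MtTRC-1. Mycelium grown on glucose was moved to Avicel, a microcrystalline cellulose, for 4 h or 6 h, or to starch for 4 h. Each of the 6 groups held 3 libraries, with 17250057 to 24387079 counts per library. The 10 most abundant genes took between 5.69% and 10.2% of the counts. The deleted gene itself is not analysed here, so the strain names below are those of the labels.

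The main axis of variation between libraries followed the carbon source and, on Avicel, the strain. The first principal component held 42.7% of the variance, with the MtWT Avicel libraries at one end and all starch libraries at the other. ΔMttrc-1 libraries lay nearer to the starch libraries at 6 h on Avicel than at 4 h. Across genes, the mean profile of ΔMttrc-1 at 6 h on Avicel had a correlation of 0.9564 with MtWT on starch and of 0.9205 with MtWT at 6 h on Avicel. Genes are not independent replicates, so these values only describe the profiles.

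At 4 h on Avicel, the comparison asked which genes need MtTRC-1 early in growth on cellulose, and the main secreted cellulase genes were lower in ΔMttrc-1. Transcripts of cbh-1 (Mycth_109566), a cellobiohydrolase that releases cellobiose from cellulose chain ends, stood at 19010 ± 1391 CPM in MtWT and 4828 ± 250 CPM in ΔMttrc-1 (SD, n = 3). That is a log2 fold change of -1.98 ± 0.050 (SE) with an edgeR adjusted p of 1.50e-21. All 11 genes of the cellulase and LPMO list fell, with a median log2 fold change of -1.98. The decrease reached -4.23 ± 0.076 in the LPMO gene Mycth_80312, an oxidative enzyme of cellulose cleavage, and was -2.81 ± 0.13 in the beta-glucosidase gene Mycth_66804 and -1.30 ± 0.076 in cbh-2 (Mycth_66729). The set test called the list lower with a camera adjusted p of 2.19e-09, and of 0.00149 with an estimated correlation. The same 11 genes passed when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.

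Genes of protein folding and secretion fell as well at 4 h on Avicel. Mthac-1 (Mycth_2310995), the fungal relative of the transcription factor that drives the unfolded protein response, went from 839 ± 17.6 CPM in MtWT to 250 ± 11.5 CPM in ΔMttrc-1 (SD, n = 3), a log2 fold change of -1.74 ± 0.045. The ER chaperone gene grp78 (Mycth_2315513) changed by -1.67 ± 0.044, the protein disulfide isomerase gene pdi1 (Mycth_2296005) by -1.62 ± 0.047, and the translocation gene sec62 (Mycth_2310016) by -1.57 ± 0.046 on the log2 scale. Of the 10 genes in the UPR and ER list, 7 passed both thresholds, also when adjusted over the list alone, and 6 in a test against a fold change of 2, where sec63 (Mycth_2303597), at -1.06, was lost. The other 3, mpd1, lhs1 and the sec61 subunit gene Mycth_2073127, had log2 fold changes of -0.96, -0.64 and -0.83. The list had a median of -1.21 and a camera adjusted p of 1.70e-09, and of 0.00125 with an estimated correlation. This list was also picked by the study on these libraries. Neither starch gene passed at 4 h on Avicel. The glucoamylase gene glaA (Mycth_72393) had a log2 fold change of -0.74 and the alpha-glucosidase gene Mycth_2303089 one of -0.78. The latter rested on 47 counts in ΔMttrc-1 and passed the threshold, at -1.04, when ΔMttrc-1 replicate 3 was left out. The control genes for actin (Mycth_2314852) and translation elongation factor tef-1 (Mycth_2298136) had log2 fold changes of -0.24 and -0.12.

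Among genes reaching a mean of 10 CPM in a compared group, the 6 with the largest decreases at 4 h were all members of a series of 13 neighbouring genes that were all lower in ΔMttrc-1. Mycth_115957, annotated by the study as a 2-oxoglutarate Fe(II)-dependent oxygenase, stood at 2883 ± 98.3 CPM in MtWT and 8.27 ± 1.03 CPM in ΔMttrc-1 (SD, n = 3), a log2 fold change of -8.45 ± 0.097. Mycth_107763, annotated as a major facilitator superfamily (MFS) transporter, changed by -7.51 ± 0.24, with 11 counts in the 3 ΔMttrc-1 libraries together. The 4 other genes were Mycth_50128, Mycth_48716, Mycth_2303709 and Mycth_68164, with log2 fold changes from -6.82 to -5.25. The series had a median of 854 CPM in MtWT and 27.5 CPM in ΔMttrc-1 and took 0.984% of the counts of the MtWT libraries and 0.0461% in ΔMttrc-1. Among the increases, Mycth_2118002, an MFS gene next to this series, rose by 6.09 ± 0.26 on the log2 scale from 0.229 ± 0.0101 to 16.0 ± 1.20 CPM, with 12 counts in MtWT. The alcohol dehydrogenase gene Mycth_2107104 rose 32.1-fold to 352 ± 21.8 CPM, and Mycth_69953, which has no annotation here, by 5.24 ± 0.060 to 2534 ± 30.7 CPM. The other 3 genes of the rule, Mycth_2313641, Mycth_59106 and Mycth_45943, rose by 5.36, 5.14 and 4.83.

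**Figure D1:**
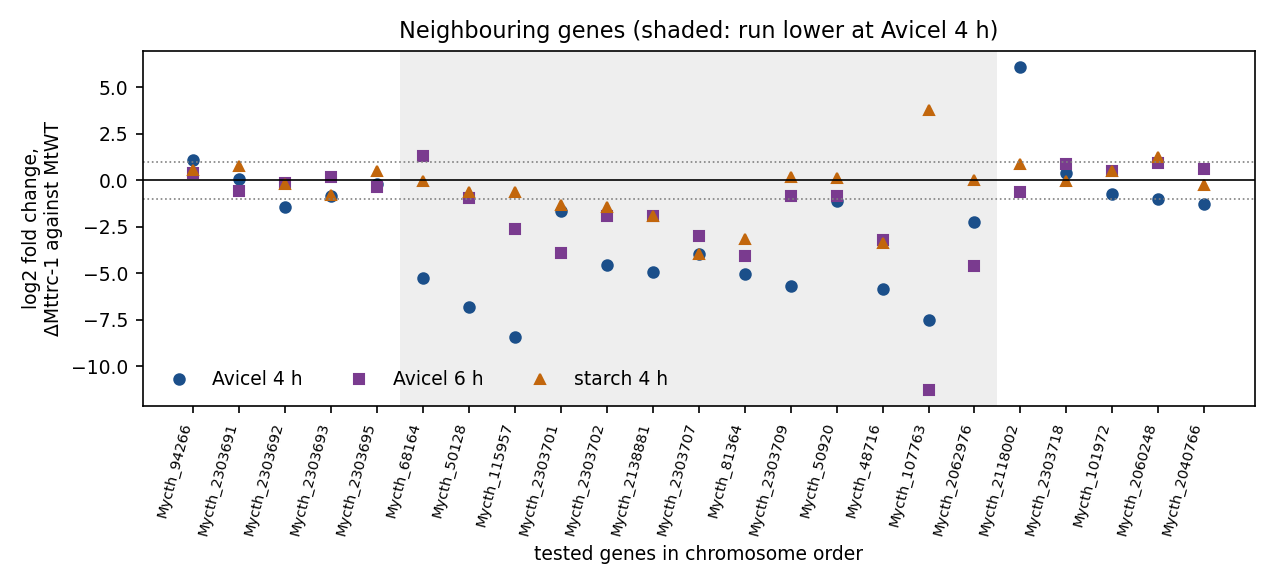
Log2 fold change of ΔMttrc-1 against MtWT (vertical axis) for 23 consecutive tested genes in order (horizontal axis), at 4 h and 6 h on Avicel and 4 h on starch. The shaded 13 genes were all lower at 4 h on Avicel. Mycth_107763 was lower at both Avicel times and higher on starch.

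In all, 636 genes were lower and 500 higher in ΔMttrc-1 at 4 h on Avicel, of 8573 tested with edgeR. With an adjusted p alone, 2892 genes were lower and 2621 higher, so most differences were smaller than the threshold. A test against a fold change of 2 called 374 genes lower and 263 higher.

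At 6 h on Avicel the same question was asked of a later time, and the cellulase genes were lower in ΔMttrc-1 than in MtWT by more than the replicate spread here too. The transcript of cbh-1 stood at 8445 ± 108 CPM in MtWT and 1415 ± 30.4 CPM in ΔMttrc-1 (SD, n = 3), a log2 fold change of -2.58 ± 0.051 with an edgeR adjusted p of 8.40e-24. Of the 11 genes in the cellulase and LPMO list, 10 fell, with a list median of -2.21 and a range from -5.24 to -0.88. The LPMO genes Mycth_80312, Mycth_112089 and Mycth_110651 changed by -5.24 ± 0.083, -4.12 ± 0.059 and -3.39 ± 0.049. The gene that did not pass was gh1-1 (Mycth_115968), a beta-glucosidase, at -0.88 ± 0.066. The camera adjusted p of the list was 9.30e-08, and 0.00284 with an estimated correlation. Of the 10 UPR and ER genes, 6 fell, with a list median of -1.12, a camera adjusted p of 2.04e-07 and one of 0.00284 with an estimated correlation. They included grp78 at -1.40 ± 0.043 and the calnexin gene cnx1 (Mycth_2295005), a lectin chaperone, at -1.40 ± 0.039, while Mthac-1 had -0.70 ± 0.043. The counts of 10 and 6 were the same when adjusted over each list alone, and both lists come from the study. When libraries were scaled by their totals, the genes Mycth_66804, pdi1, lhs1, Mycth_2073127 and sec62 still had negative log2 fold changes but no longer passed the threshold, at -0.79, -0.85, -0.85, -0.97 and -0.67.

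The starch genes went apart at 6 h on Avicel. The level of glaA fell by 1.32 ± 0.070 on the log2 scale, from 68.4 ± 1.12 to 27.4 ± 1.59 CPM (SD, n = 3), and was at -0.96 with library totals, under the threshold. Mycth_2303089 rose by 1.32 ± 0.14. Actin had a log2 fold change of -0.16, which became 0.20 with library totals and 0.20 in the RPKM test, and tef-1 had 0.13. By the same ranking, the largest decrease by the fit was that of Mycth_107763, which had 2396 counts in MtWT and 1 count in ΔMttrc-1, a ratio of 3647 with a 95% counting interval of 654 to 144114. The genes Mycth_2309660, Mycth_2063631, which is a hypothetical protein gene, Mycth_2296904 and Mycth_2309542 changed by -8.36, -7.99, -6.14 and -5.99. The xylanase-family gene Mycth_100068, a GH11 member, fell by 6.57 ± 0.12, from 1449 ± 48.7 to 15.3 ± 1.04 CPM. Increases were smaller at this time. The 6 genes of the rule, Mycth_2306087, Mycth_2314252, Mycth_2301730, Mycth_55576, Mycth_2295346 and Mycth_2311547, rose by 3.07 to 3.91, and Mycth_55576 reached 713 ± 13.4 CPM.

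At 6 h on Avicel, 1110 genes were lower and 733 higher in ΔMttrc-1, so 60.2% of calls were decreases. This balance rested on the scaling. With library totals the median log2 fold change of all genes moved to 0.36 and 704 genes were lower and 1544 higher, 31.3% decreases. The counts given first are changes relative to the bulk of genes, which TMM sets near 0.

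**Figure D2:**
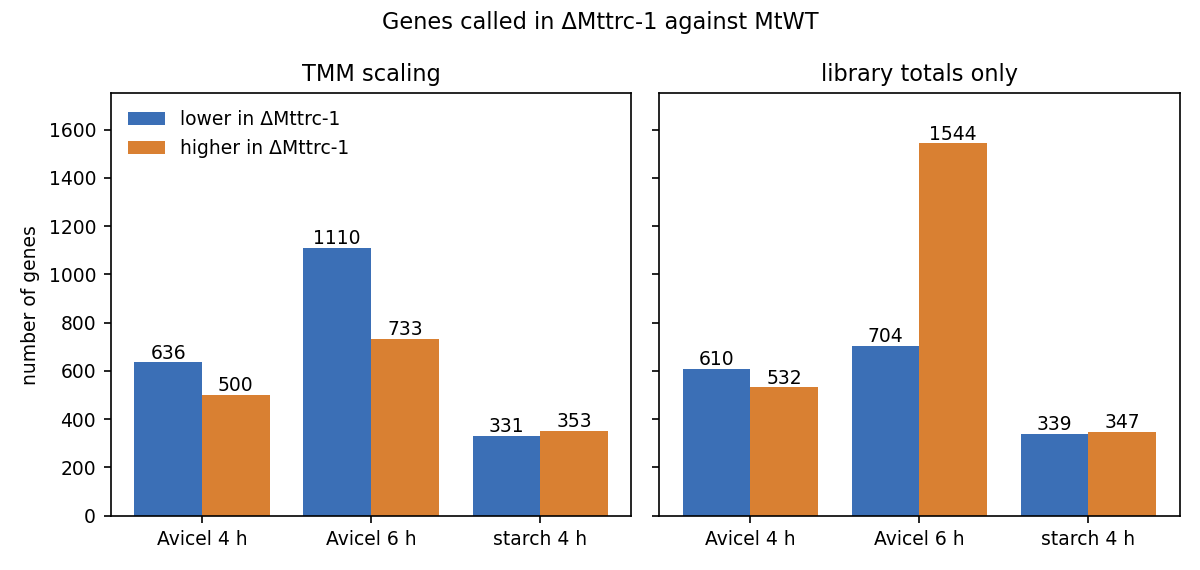
Number of genes (vertical axis) lower and higher in ΔMttrc-1 than in MtWT in each condition (horizontal axis), with TMM scaling on the left and library totals on the right. At 6 h on Avicel the bars change from 1110 lower and 733 higher to 704 lower and 1544 higher.

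On starch, which served as a non-cellulosic carbon source at the matched time of 4 h, both starch genes were lower in ΔMttrc-1. The glucoamylase gene glaA went from 296 ± 12.2 CPM in MtWT to 103 ± 5.16 CPM (SD, n = 3), a log2 fold change of -1.53 ± 0.064 with an edgeR adjusted p of 1.64e-16. The alpha-glucosidase gene Mycth_2303089 went from 75.6 ± 0.915 to 13.3 ± 0.128 CPM, a change of -2.51 ± 0.097. These genes too were picked by the study. The cellulase genes cbh-1, cbh-2 and gh5-1 (Mycth_86753), an endoglucanase gene of family GH5, stood at 65.2, 59.8 and 125 CPM in MtWT on starch. These levels were far below those on Avicel. Of the 11 genes of the cellulase and LPMO list, 6 fell and 1 rose. The decreases included cbh-2 at -1.67 ± 0.090 and gh5-1 at -1.43 ± 0.063. The gene Mycth_80312 rose by 1.76 ± 0.13, from 2.67 ± 0.575 to 9.01 ± 1.09 CPM, and cbh-1 had -0.49 ± 0.053. The LPMO gene Mycth_92668 was called at -1.63 ± 0.49 with 16 counts in ΔMttrc-1, and without MtWT replicate 3 its adjusted p was 0.0541. Its call was also lost in the test against a fold change of 2 and in the RPKM test, at -0.59, and that of Mycth_110651, at -2.53 with 14 counts, was lost in the RPKM test, at -0.80. The list median was -1.43, its mean -0.93, its camera adjusted p 3.19e-04, and 0.0300 with an estimated correlation. The call of 6 lower and 1 higher was the same when adjusted over the list alone. The study had named those 6 as downregulated on both carbon sources at 4 h, so neither the count nor the camera p is independent evidence.

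UPR and ER genes did not fall on starch. None of the 10 passed the fold threshold, while 9 had positive log2 fold changes at an edgeR adjusted p under 0.05, with a list median of 0.38. The largest was 0.68 ± 0.039 in cnx1, grp78 had 0.42 ± 0.042 and Mthac-1 had 0.19 ± 0.043. The list as a whole was called higher with a camera adjusted p of 2.51e-05, and of 0.0135 with an estimated correlation. Actin and tef-1 had log2 fold changes of -0.28 and -0.24. The 6 most decreased genes on starch by the same ranking included a carboxypeptidase gene (Mycth_111035) at -3.96 ± 0.16, a necrosis-inducing factor gene (Mycth_108493) at -3.71 ± 0.14 and a 2-hydroxyacid dehydrogenase gene (Mycth_110931) at -3.15 ± 0.10. The other 3 were Mycth_2309782, Mycth_2307942 and Mycth_2313229 at -5.42, -5.02 and -3.15. The oxidoreductase gene Mycth_112714 rose by 4.00 ± 0.11, and Mycth_2311075, Mycth_73236, Mycth_2307990, Mycth_38939 and Mycth_2296904 rose by 5.70, 5.28, 4.98, 4.38 and 4.18. In total 331 genes were lower and 353 higher on starch. A test against a fold change of 2 called 153 lower and 211 higher.

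**Figure D3:**
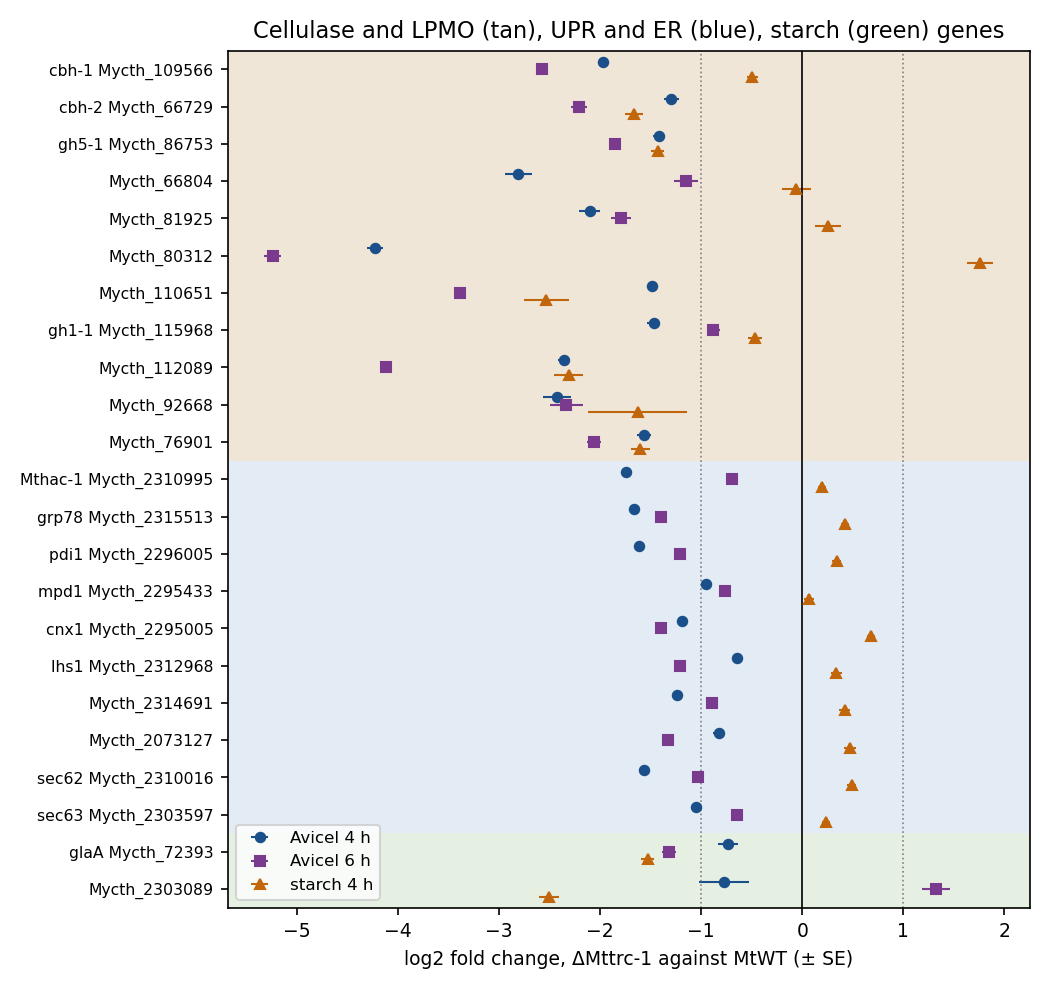
Log2 fold change of ΔMttrc-1 against MtWT with its SE (horizontal axis) for the genes of the study's lists (vertical axis), at 4 h and 6 h on Avicel and 4 h on starch. The UPR and ER genes lie below 0 at both Avicel times and above 0 on starch.

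The 3 deletion comparisons share no library, so their calls could be overlapped directly. At both Avicel times 349 genes were lower, against 82.3 expected of independent lists, and 85 were higher, against 42.8. The 349 became 217 in the test against a fold change of 2 and 195 in the RPKM test. On Avicel and starch at 4 h, 76 genes were lower in both, against 24.6 expected, and 21 higher in both, against 20.6. In the same 2 tests these became 39 and 38 lower, and 9 and 11 higher. The genes cbh-2, gh5-1, Mycth_110651, Mycth_112089, Mycth_92668 and Mycth_76901, an endoglucanase gene, were lower in all 3 comparisons, together with 40 others, where 3.18 were expected. The study listed the genes named here as downregulated on both Avicel and starch at 4 h in these libraries, so their 4 h calls are not independent evidence. The starch calls of Mycth_110651 and Mycth_92668 among them were the ones lost in the RPKM test. A number of genes changed in opposite directions. Among genes lower at 6 h on Avicel, 192 were higher on starch, against 45.7 expected, and 120 and 116 in the same 2 tests. Genes lower at 4 h and higher on starch also exceeded the 26.2 expected, with a p of 2.59e-53 in Fisher's exact test across genes. At both Avicel times lower and on starch higher were 89 genes, against 3.39 expected. The 3.39 and the 3.18 above treat all 3 lists as independent. Because the 2 Avicel lists overlapped, both are too low to gauge the size of the excess. These opposite sets were chosen after their values were seen. The LPMO gene Mycth_80312 and the transporter gene Mycth_107763 belonged to them. Across genes the log2 fold changes had correlations of 0.34 between the Avicel times, -0.09 between Avicel and starch at 4 h and -0.23 between Avicel at 6 h and starch.

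Whether the deletion effect differed between carbon sources was tested as a contrast of the 4 groups at 4 h. UPR and ER genes differed more uniformly than cellulase and LPMO genes, but the way the study picked both lists favours this. Of the 10, 9 were lower on Avicel relative to starch, also when adjusted over the list alone, with a median difference of -1.76 on the log2 scale. The difference was -2.09 for grp78, with an edgeR adjusted p of 4.70e-20, and -1.94 for Mthac-1. The list had a camera adjusted p of 2.89e-10, and of 8.76e-04 with an estimated correlation. The study picked these genes for lower levels on Avicel in the same libraries, which favours a negative difference and a small p. Of the cellulase and LPMO genes, 5 differed downwards and 1 upwards, with a median of -0.80. The camera adjusted p was 0.0125, and the call was lost with an estimated correlation, at an adjusted p of 0.113. The study named cbh-2, gh5-1, Mycth_76901, Mycth_92668, Mycth_112089 and Mycth_110651 of this list as downregulated on both carbon sources in these libraries. That favours differences near 0, so the 2 lists cannot be set against each other. The largest negative difference in that list was -5.99 in Mycth_80312, and cbh-1 had -1.48. In the starch list, Mycth_2303089 differed by 1.73. Actin and tef-1 did not pass, and their median difference was 0.076. Over all genes, 871 had a lower and 787 a higher effect on Avicel. By the same ranking, the most negative differences were in Mycth_107763, Mycth_73236 and Mycth_112714, at -11.28, -8.77 and -7.83. The size for Mycth_107763 is uncertain, since its 11 counts in ΔMttrc-1 on Avicel were spread unevenly over the libraries (0.206 ± 0.301 CPM). The most positive were in the MFS gene Mycth_2059428, in Mycth_69746 and in the ligase-family gene Mycth_2070001, at 6.36, 6.13 and 6.01.

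**Figure D4:**
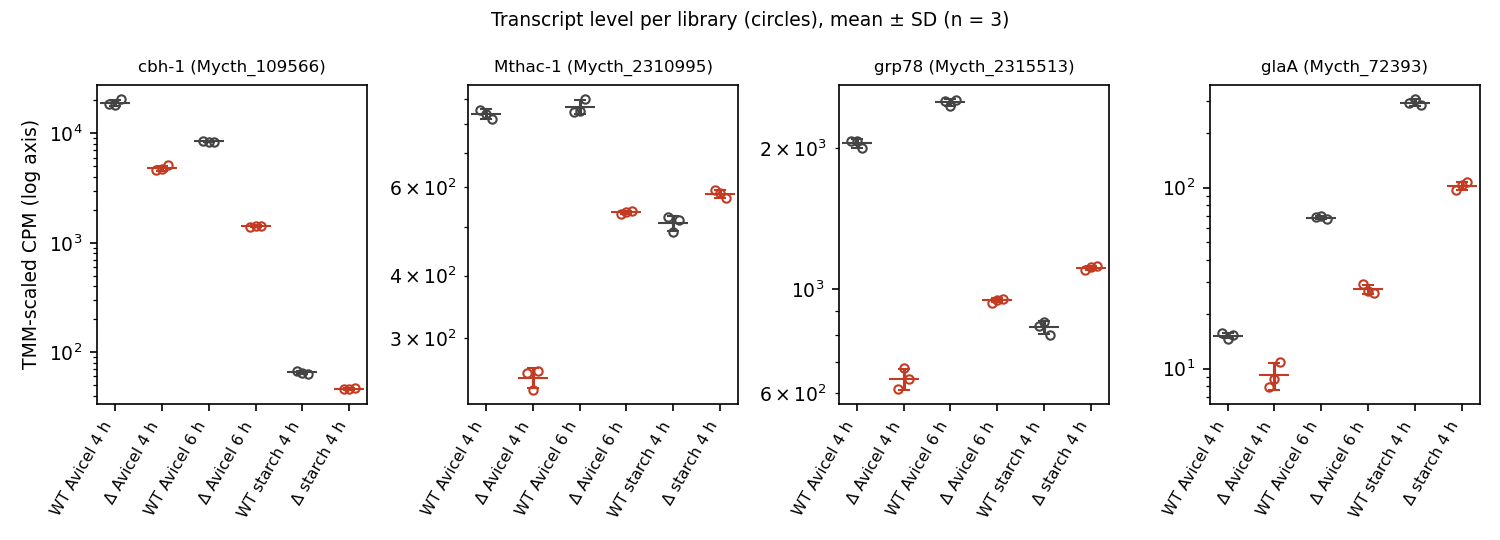
Level of 4 genes in TMM-scaled CPM (vertical axis, log scale) in each of the 6 groups (horizontal axis), with circles for the 3 libraries and bars for mean and SD. Levels of Mthac-1 and grp78 were lower in ΔMttrc-1 than in MtWT on Avicel and not on starch, and glaA was lower in ΔMttrc-1 on starch.

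Whether the deletion effect changed between 4 h and 6 h on Avicel was tested in the same way. The decrease deepened in 3 of the 4 LPMO genes, with a difference of -1.90 and an edgeR adjusted p of 8.24e-19 for Mycth_110651, and differences of -1.76 for Mycth_112089 and -1.01 for Mycth_80312. The fourth, Mycth_92668, did not pass, with log2 fold changes of -2.43 at 4 h and -2.34 at 6 h. It was smaller at 6 h for Mycth_66804, by 1.66, and for Mthac-1, by 1.05. Neither list was called by camera, with adjusted p values of 0.114 for both lists and 0.287 with an estimated correlation. Other tests called them: cameraPR on DESeq2 statistics gave 0.0149 for the cellulase list, and fry, which does not compare a list with other genes, gave 2.94e-05 for the cellulase and 1.38e-06 for the UPR and ER list. Of the cellulase and LPMO genes 3 had a lower and 1 a higher effect at 6 h, and of the UPR and ER genes 1 a higher effect, the same as when adjusted over each list alone. Control genes did not pass, with a median difference of 0.17. Over all genes, 1017 had a lower and 905 a higher effect at 6 h, 52.9% lower, a share that became 29.3% with library totals, where the median moved to 0.34. In Mycth_68164 the effect went from a decrease at 4 h to an increase at 6 h, with a difference of 6.56. Mycth_50128 and Mycth_115957 differed by 5.86 and 5.82, and Mycth_115957 had only 26 counts in MtWT and 6 in ΔMttrc-1 at 6 h. Mycth_50128 was also low at 6 h, at 1.28 CPM in MtWT and 0.653 CPM in ΔMttrc-1. Mycth_2300099 differed by -7.88, with only 25 counts in MtWT at 4 h. Mycth_2063631 and Mycth_2310279 also had strongly negative differences, for which the fitted size is no bound because MtWT had 1 and 0 counts at 4 h.

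The response to the carbon source itself was read from Avicel against starch at 4 h within each strain. In MtWT, the xylanase gene Mycth_100068 was higher on Avicel by 12.36 ± 0.18 on the log2 scale, with 22 counts on starch, and Mycth_48716 was 3062 times higher on Avicel. Mycth_115957 had 151465 counts on Avicel and 2 on starch, with a 95% counting interval of the ratio from 30349 to 905270. The alpha-glucosidase gene Mycth_2303089 was 44.9 times lower on Avicel, with an edgeR adjusted p of 3.47e-22, and Mycth_2070001 and Mycth_2313117 were 31.8 and 26.8 times lower. MtWT had 853 genes higher and 840 lower on Avicel, and ΔMttrc-1 had 733 higher and 722 lower. Of the 853 genes, 329 (38.6%) were also higher on Avicel in ΔMttrc-1, against 72.9 expected, and 94 were lower there. With library totals the median moved to -0.60 in MtWT and -0.56 in ΔMttrc-1, and the counts became 432 higher and 2414 lower in MtWT and 387 higher and 1942 lower in ΔMttrc-1.

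Genes that MtWT induced on Avicel were lower in ΔMttrc-1 more often than other genes. Of the 853 genes induced at 4 h in MtWT, 446 (52.3%) were lower in ΔMttrc-1 at 6 h and 18 higher, while 8.60% of the other genes were lower. Of the 1112 genes induced at 6 h (against starch at 4 h), 325 (29.2%) were lower in ΔMttrc-1 at 4 h and 73 higher, with 4.17% of the others lower. Fisher's exact test across genes gave p values of 1.38e-197 and 4.13e-133. With library totals the first set shrank to 432 genes, of which 252 (58.3%) were lower at 6 h, with 5.55% of the others lower. The RPKM test gave 200 genes for the 446 and 192 for the 325, and the test against a fold change of 2 gave 207 for the 325. Of the 840 genes that MtWT had higher on starch, 251 (29.9%) were higher and 73 lower in ΔMttrc-1 at 6 h on Avicel, against 6.23% of the other genes higher. The matching set at 4 h was weaker, with 92 of 902 genes (10.2%) higher and 41 lower in ΔMttrc-1, and 5.32% of the others higher. These starch-high sets were chosen after their values were seen.

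Change with time was read from 6 h against 4 h on Avicel within each strain. In MtWT, transcripts of the neighbouring genes Mycth_115957, Mycth_50128 and Mycth_48716 fell between 4 h and 6 h, with log2 fold changes of -12.50, -9.77 and -9.66, and Mycth_115957 dropped from 2883 ± 98.3 to 0.489 ± 0.0989 CPM (SD, n = 3). Mycth_2300099 rose 623 times, to 301 ± 16.3 CPM, with an edgeR adjusted p of 1.41e-21. Its base at 4 h was near the floor, with 25 counts (0.481 ± 0.305 CPM), so the fold is uncertain. Mycth_2310279 had 0 counts at 4 h and was at least 1474-fold higher at 6 h, set against a floor of 3 counts over the group. Mycth_2063631 had 1 count at 4 h and 3088 at 6 h, a ratio of 3062 with a 95% counting interval of 549 to 120994. In all, 720 genes rose and 486 fell in MtWT, and 809 rose and 819 fell in ΔMttrc-1. Of the 720 genes, 152 (21.1%) also rose in ΔMttrc-1, against 67.9 expected, and 77 fell there. With library totals the median moved to 0.28 in MtWT and 0.64 in ΔMttrc-1, and the counts became 1232 higher and 225 lower in MtWT and 2468 higher and 364 lower in ΔMttrc-1.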

Values the study reported

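The study counted 918 differentially expressed genes between ΔMttrc-1 and MtWT at 4 h on Avicel and 1,649 at 6 h, of which 492 and 1,000 were downregulated in the deletion strain. On starch it counted 337 downregulated and 363 upregulated genes. It listed 66 genes as downregulated and 18 as upregulated on both carbon sources at 4 h. Secreted protein of the deletion strain after 4 days on Avicel was given as about 41% to 42% below MtWT. Enzyme activities of the culture supernatants were given as about 27% to 47% below. Both come from longer cultures than the transcript counts at 4 h and 6 h.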

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

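In this part, the tests of the neighbouring genes, of the share of the Avicel-induced set with library totals, of material from the ΔMttrc-1 starch libraries, of the pace of the culture and of exchanged starch labels, and the count with strain labels exchanged between 6 h and 4 h, were chosen after the result was seen.

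The deletion effect differed between groups in a test of the difference itself, as a contrast of 4 groups. Between Avicel and starch at 4 h it differed for 1658 genes, and the UPR and ER list had a median difference of -1.76 on the log2 scale. That list was picked by the study for lower levels on Avicel in these libraries, so its direction is not independent evidence. Of the 65 named genes, 50 passed the threshold in this contrast, and 11 were called in opposite directions on the 2 carbon sources. Between 6 h and 4 h on Avicel the effect differed for 1922 genes, and of the named genes 40 passed the threshold and 5 were called in opposite directions. Many of the named genes were picked for large changes, so these last counts do not describe genes at large.

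The libraries were also split in other ways within the fitted groups. For each deletion comparison the 6 libraries have 10 splits, too few for a share under 0.05. The real labels gave 1081 genes at 4 h on Avicel, 1816 at 6 h and 671 on starch in a fit of those libraries alone, and the highest other split gave 0 in each. The splits were likewise too few for Avicel against starch, with 1634 genes in MtWT and 1398 in ΔMttrc-1, and for 6 h against 4 h, with 1127 and 1603, where the highest other gave 0 each time. The same holds for Avicel-induced genes lower in ΔMttrc-1, with 301 at 4 h and 440 at 6 h and a highest other of 0. In each of these, 1 split of the 10, the real one, was as large.

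For the differences of deletion effects, 100 of 200 possible splits were drawn and 1, the real one, was as large. The real counts in these fits were 1644 for carbon source, with a highest other of 1563, and 1900 for time, with a highest other of 1580. This excludes labels drawn at random but says little on whether effects were equal, since drawn splits that broke the groups of both conditions (78 and 82) called 0 genes with edgeR. The 1563 came from exchanging the strain labels in one condition, which keeps every group whole. For time that exchange was not among the splits drawn, and it gave 2888 genes, more than the real labels, while the 1580 came from a split that broke the groups of one time only. For overlaps the 200 splits decide nothing, because splits that break a group called 0 genes in each deletion comparison and so had no overlap to give. For the 323 genes lower at both Avicel times 1 split was as large, and the highest other had 68. For genes lower on Avicel and starch at 4 h (69) and higher in both (24), 2 splits were as large. The highest other, with 112 genes each time, exchanged the strain labels in one condition, so opposite calls outnumbered shared ones.

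The 13 neighbouring genes lower in ΔMttrc-1 at 4 h on Avicel form the first pattern weighed. A segment missing from ΔMttrc-1 is argued against, since 11 of the 13 genes had at least 10 counts in every ΔMttrc-1 library of that group. A single MtWT library out of place is argued against too, since the lowest MtWT value was a median of 29.3 times the highest ΔMttrc-1 value. A permutation test with 1000 shuffled gene orders argues against chance order: the longest series held 6 genes, and the permutation p was 0.000999, the smallest it can give. At 6 h the series had a median of 2.54 CPM in MtWT and 0.534 CPM in ΔMttrc-1, and 9 of the 13 genes were lower and 1 higher in ΔMttrc-1 there (6 and 1 on starch), so the series as a whole had not risen later by 6 h, while an earlier or a still later response cannot be told apart from a loss of activation with 2 time points.

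The second pattern is the shift of ΔMttrc-1 at 6 h on Avicel towards the MtWT starch profile. An admixture of MtWT starch material as the only cause is argued against. Genes high on Avicel and genes high on starch implied shares that differed by 0.346 (medians of 0.906 and 0.560). These shares take the unmixed ΔMttrc-1 profile to equal that of MtWT at 6 h. Unequal shares also arise from a deletion effect, so an admixture beside such an effect cannot be judged from them. For ΔMttrc-1 starch material the shares differed by 0.149 (0.870 and 0.721), which decided nothing, but 31 of 1894 genes at 100 CPM or more in ΔMttrc-1 on starch lay below 10% of that level in every 6 h library, which argues against such shares. Scaling left 252 Avicel-induced genes lower with library totals, a count that decided nothing because the set itself shrank to 432 genes. Of those, 58.3% were lower, against 5.55% of the others, which argues against scaling as the whole cause for these genes only. The share cannot be set against the 52.3% found with TMM, because genes whose place in the set depended on the scaling had left it. The correlation of 0.9564 between this group and MtWT on starch cannot be told apart from a different pace of the culture, such as earlier use of the carbon source, because carbon left in the medium is not among the values used here.

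The third pattern is the set of genes lower on Avicel at 6 h and higher on starch in ΔMttrc-1. Scaling as the whole cause is argued against, since with library totals the set still held 155 genes, against 28.5 expected of independent lists. The ratio, 5.44, does not measure this. It also rose in settings that called fewer genes, to 6.20 in the test against a fold change of 2 and 6.69 in the RPKM test. A single library out of place is argued against as well, since the lowest ratio with one library left out was 4.07. With the adjusted p alone the set held 1262 genes, 1.45 times the 873 expected, so the size of the excess depends on the fold threshold. An exchange of the labels of both starch groups stays open, since no value used here fixes the strain of those libraries, and an excess of 2.05 times (genes lower at 6 h on Avicel and on starch) would take the place of this one. A biological reading, in which MtTRC-1 may act in opposite directions on the 2 carbon sources, is a hypothesis that these data raised and did not test.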

How the results depend on the processing

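The alternatives below were all chosen before the data were examined, while the count of genes lower at 6 h and higher on starch was added as a result after its value was seen. The 22 counts of genes stayed within 1.5 times under DESeq2, its size factors in edgeR, no low-count filter, and each comparison fitted alone. The 135 results of genes named by the rules fixed in advance stayed on their side of the threshold there. Ranked genes were picked for large changes in this fit, and most list genes by the study on these libraries. Stability of the named genes is thus partly built in. Over the other settings in all, 150 of 222 counts stayed within 1.5 times, and of 1349 gene values 1303 kept direction and side, 18 fell short, 26 newly passed and 2 reversed. Except where a cause is given, the cause was not tested.

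A replicate block left all 22 counts within 1.5 times, with 636 lower and 499 higher at 4 h on Avicel. Of 45 pairs of libraries with the same replicate number in different groups, 0 had a correlation over 0.1 (range -0.19 to 0.073), so the numbers were not taken as pairs.

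Dropping the fold threshold raised all 22 counts by construction. Lower and higher in ΔMttrc-1 were 2892 and 2621 (4 h on Avicel), 3148 and 3223 (6 h), and 2484 and 2377 (starch). Lower at both Avicel times were 1522, lower and higher on Avicel and starch at 4 h 919 and 740, and lower at 6 h and higher on starch 1262. The last was 1.45 times the 873 expected of independent lists, against 4.20 times with the fold threshold. The effect differed for 5305 genes by carbon source and 5605 by time. Higher and lower on Avicel than starch were 3034 and 3347 in MtWT and 2823 and 3163 in ΔMttrc-1, at 6 h against 4 h 2998 and 3045, and 3182 and 3047, and Avicel-induced genes lower in ΔMttrc-1 were 1517 (4 h) and 1879 (6 h).

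The test against a fold change of 2, stricter by construction, moved 17 counts by over 1.5 times. Lower and higher in ΔMttrc-1 were 374 and 263 (4 h on Avicel) and 153 and 211 (starch), and higher at 6 h 397. The 4 overlaps in the order above became 217, 39, 9 and 120, and the differences 992 and 1093. Lower on Avicel than starch were 411 in MtWT and 374 in ΔMttrc-1, higher and lower at 6 h than 4 h in MtWT 283 and 215, higher in ΔMttrc-1 399, and Avicel-induced genes lower in ΔMttrc-1 at 4 h were 207. It also ended the calls of Mycth_66804 and sec62 at 6 h, of sec63 (Mycth_2303597) at 4 h, which leaves 6 of the 10 UPR and ER genes, and of Mycth_92668 on starch (adjusted p 0.193, 0.526, 0.358 and 0.630).

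Library totals moved 11 counts. Lower and higher at 6 h were 704 and 1544, higher and lower on Avicel than starch 432 and 2414 in MtWT and 387 and 1942 in ΔMttrc-1, at 6 h against 4 h 1232 and 225, and 2468 and 364, and Avicel-induced genes lower in ΔMttrc-1 at 6 h were 252. These moves followed the shift of the median of all genes. limma on RPKM, which are also scaled by totals, moved 17. Lower were 417 at 4 h, 557 at 6 h and 220 on starch, and higher at 6 h 1181. The overlaps were 195, 38, 11 and 116, higher and lower on Avicel than starch 349 and 1780 in MtWT and 312 and 1378 in ΔMttrc-1, lower at 6 h than 4 h 170 in MtWT, higher and lower 1805 and 316 in ΔMttrc-1, and Avicel-induced genes lower in ΔMttrc-1 were 192 (4 h) and 200 (6 h). Actin at 6 h went from -0.16 to 0.20 in both settings.

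The stricter filter tested fewer genes and gave 13 genes higher on Avicel and starch, 418 lower on Avicel in ΔMttrc-1, and 408 and 512 higher at 6 h than 4 h in MtWT and ΔMttrc-1. With the Avicel-induced set taken from the same time, 742 of its genes were lower at 6 h, and that set shares MtWT libraries with the comparison. Of the list tests, the cellulase list lost its call for the carbon-source difference with an estimated correlation (adjusted p 0.113) and gained one for the time difference with cameraPR (0.0149).

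Leaving out one library kept all 180 counts within 1.5 times, for example 626 to 651 genes lower at 4 h on Avicel, and 879 of 882 gene values on their side. Mycth_92668 on starch fell short without MtWT replicate 3 (-1.31), Mycth_2303089 at 4 h on Avicel passed without ΔMttrc-1 replicate 3 (-1.04), and Mycth_66804 on starch went from -0.058 to 0.011 without ΔMttrc-1 replicate 3, in a range of -0.13 to 0.011. Of the cellulase genes on starch, Mycth_110651 and Mycth_92668 rested on 14 and 16 counts in ΔMttrc-1, and both starch calls were lost with limma on RPKM (-0.80 and -0.59).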

Other observations

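All genes named in this part were chosen after their values were seen, and the tests of runs of neighbours were too. The neighbouring genes Mycth_69746 and Mycth_82772 had deletion effects of opposite sign at the 2 Avicel times. Mycth_69746 stood at 485 ± 30.6 CPM in MtWT and 11187 ± 602 CPM in ΔMttrc-1 at 4 h on Avicel, at 4069 ± 34.9 and 496 ± 11.8 CPM at 6 h, and at 1644 ± 67.7 and 542 ± 5.67 CPM on starch (SD, n = 3). Its log2 fold changes were 4.53, -3.04 and -1.60, and those of Mycth_82772 were 4.72, -2.80 and -1.17, all with every ΔMttrc-1 library on the same side of every MtWT library. Both genes lay in a series of 6 neighbours higher in ΔMttrc-1 at 4 h, where the longest in 1000 shuffled orders was 5 and p was 0.000999, the smallest the shuffles can give. On starch the longest series of lower genes had 5, with the same smallest p, and at 6 h series of 6 lower and 5 higher genes had p values of 0.0260 and 0.0370. The 6 lower genes at 6 h and one of the starch series of 5 lie inside the 13-gene series described above. Apart from chance order, no explanation for these series was tested.

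Among genes lower on Avicel and higher on starch in ΔMttrc-1 were a laccase-like gene (Mycth_2063133), a lactate dehydrogenase gene (Mycth_110317) and a sugar transporter gene (Mycth_108044). In the order 4 h and 6 h on Avicel and starch, their log2 fold changes were -1.13, -1.79 and 2.46, then -1.22, -2.04 and 1.62, then -2.98, -1.81 and 1.23. Levels of Mycth_2063133 and Mycth_108044 on Avicel were low, with MtWT means no higher than 7.29 and 6.31 CPM. The LPMO-family gene Mycth_100518, named GH61W by the study, had log2 fold changes of -2.55 at 4 h and -3.92 at 6 h on Avicel. On starch it was listed at 0 counts in ΔMttrc-1, where MtWT itself was near the floor with 36 counts (0.476 ± 0.232 CPM).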
